A study of Mus musculus with 9 samples. Its data were reported in "Dysregulation of PRMT5 in chronic lymphocytic leukemia promotes progression with high risk of Richter’s transformation" (2023).

How the data were processed

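RNA was sequenced from B cells isolated from the spleens of 9 mice of 2 genotypes at 2 ages. Eµ-TCL1 mice express human TCL1 in B cells and are a model of chronic lymphocytic leukemia (CLL), and Eµ-PRMT5/TCL1 mice also express human PRMT5, an arginine methyltransferase. The deposited files hold fragment counts per gene, one library per mouse. B cells were isolated by the authors with a negative selection kit, and stranded mRNA libraries were sequenced as read pairs. Per the methods of the study, the authors trimmed reads with Cutadapt and aligned them with STAR to the mouse genome build GRCm38. Per the file headers, the authors counted fragments per gene with featureCounts version 1.4.6-p5 on the Ensembl release 95 annotation, using primary alignments and no strand option. The deposited counts were not normalized.

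These steps bear on the values. Counting without strand assigns fragments of overlapping genes on opposite strands ambiguously, and 10 of the 28 genes named by the rules given further on, V genes aside, overlap another annotated gene. Fragments that align to several places can be counted at their primary alignment, so near-identical immunoglobulin V genes can exchange counts. The human transgenes were not part of the annotation used for counting and were not analysed here, so the genotype labels could not be checked by them. RNA from other cells left after selection is counted with that of B cells.

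Samples were grouped by the label that gives genotype, age and replicate number: 2 Eµ-TCL1 mice at 3 months, 2 at 6 months, 3 Eµ-PRMT5/TCL1 mice at 3 months and 2 at 6 months. No samples were left out. The replicate numbers in that label recur across groups, and they were used as a block in an alternative fit; the label identifies different mice, and no other source of pairing was used. The total count per sample ranged from 12233230 to 17330246. A count of 3 in the sample with the lowest total corresponds to 0.245 CPM (counts scaled to a common library total).

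The deposited counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, which left 18795 of 54838 genes, and counts were scaled by the trimmed mean of M values (TMM). All 4 groups entered a single quasi-likelihood fit with robust estimation (glmQLFit and glmQLFTest), so that they shared an estimate of the spread. The study's methods name DESeq2 for its pairwise comparisons; edgeR was the main test here and DESeq2 1.42.0 (Wald test) an alternative. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted, with no threshold on fold change. Standard errors of log2 fold changes were derived from the log2 fold change and the F statistic. CPM values given for genes are relative to the TMM-scaled total of the tested genes, and log2 CPM was computed with a prior count of 2. Gene symbols, classes and coordinates came from the GENCODE annotation of GRCm38, which matched 54809 of 54838 gene identifiers. Principal components were computed from the 500 genes with the most variable log2 CPM.

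Comparisons were 6 against 3 months in each genotype, the genotypes at each age, Eµ-PRMT5/TCL1 at 6 months against the mean of the 3 other groups, and the interaction of genotype and age. For the contrast with the 3 other groups, 11 lists of marker genes were tested with camera (limma 3.58.1, two-sided, preset inter-gene correlation 0.01) with Benjamini-Hochberg adjustment over the lists. The share of Igkv or Ighv counts taken by the most abundant V gene was compared between the 2 Eµ-PRMT5/TCL1 mice at 6 months and the other 7 with a two-sided exact permutation test, in which the smaller tail was doubled. In the exact permutation tests of correlation, the absolute coefficient was compared and no tail was doubled. Wilson 95% confidence intervals were computed for the share in each sample. These intervals and the floors of 3 counts cover counting error only, since PCR copies are not independent molecules.

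The groups, main tests, gene lists, alternatives and rules for naming genes were fixed before the data were examined, apart from additions named below. Several tests of explanations, such as those of GC content and of thinned libraries, were chosen after the results were seen. In each comparison with genes past the threshold, up to 4 higher and 4 lower genes with the smallest adjusted p were named, with ties resolved by the larger absolute log2 fold change. They had to be annotated as protein-coding, not immunoglobulin or T-cell receptor segments and not of provisional name, to have an absolute log2 fold change over 1, and to have non-overlapping values on both sides. For the interaction, a choice made when the rule was applied, the sides were Eµ-PRMT5/TCL1 at 6 and at 3 months. A list of 18 genes drawn from the text of the study was added, and the V gene with the largest share in each sample. Results for some genes these rules selected are not reported here, and no other genes took their place. Alternatives were other size factors (RLE), no filter, at least 10 counts in every sample, DESeq2, an absolute log2 fold change over 1, removal of immunoglobulin and T-cell receptor genes, the replicate block, a T-cell marker score as a covariate, only the 2 groups compared, and leaving out each replicate in turn. Y-linked expression as a covariate (over 100 summed counts of 4 Y-linked genes) and a crossed block were the exceptions among the alternatives, added after the data were seen. Where leaving out a replicate left 1 sample in a group of a pairwise comparison or of the interaction, values were compared without a test. In the contrast with the 3 other groups, those groups together counted as one side; leaving out one of their samples was tested even where its group was left with 1 sample, and leaving out an Eµ-PRMT5/TCL1 sample at 6 months was not.

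The fit was tested on simulated counts drawn from the means, library sizes and dispersions of these samples, with genes changed by a log2 fold change of 2 in the Eµ-PRMT5/TCL1 samples at 6 months. For 6 against 3 months in Eµ-PRMT5/TCL1, edgeR recovered 141 of the 198 changed genes among 18352 tested and made 8 false calls. DESeq2 recovered 149 of 200 among 18795 and made 50 false calls. For the genotypes at 6 months, edgeR recovered 131 of the 198 changed genes and made 5 false calls. Against all other groups it recovered 152, with 10 false calls, and for the interaction 99, with 7 false calls. In the contrasts between groups without simulated change, edgeR made 0 calls. Apart from the changes, each simulated gene had a single mean and dispersion for all groups, and genes varied independently. The real groups differed in spread and in many more genes, so false calls may be more frequent in them.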

Results

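B cells from the spleens of 9 mice were profiled by RNA sequencing to follow transcription during early disease in Eµ-TCL1 mice and in Eµ-PRMT5/TCL1 mice. There were 2 mice in the 3-month and 2 in the 6-month Eµ-TCL1 group, and 3 mice in the 3-month and 2 in the 6-month Eµ-PRMT5/TCL1 group. Total counts were 13094367 and 13659472 for Eµ-TCL1 at 3 months and 17330246 and 15545370 at 6 months. They were 12468932, 13559453 and 12233230 for Eµ-PRMT5/TCL1 at 3 months and 16487984 and 14783012 at 6 months. Every library at 6 months was deeper than every library at 3 months, so depth and age could not be told apart by their totals. With all libraries thinned to the smallest total, 4018 genes passed the threshold between 6 and 3 months in Eµ-PRMT5/TCL1, against 4227 at full depth. Replicates of a group differed by more than sampling noise. The chi-square statistic per gene between mice of a group ranged from 8.04 to 63.2, so no library was counted as a repeat of another.

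The mouse genes related to the transgenes were examined first. Mouse Prmt5 (ENSMUSG00000023110) averaged 33.2 ± 0.474 CPM (SD, n = 2) in Eµ-TCL1 at 3 months, 34.8 ± 2.44 CPM (SD, n = 2) in Eµ-TCL1 at 6 months and 34.0 ± 1.44 CPM (SD, n = 3) in Eµ-PRMT5/TCL1 at 3 months. In Eµ-PRMT5/TCL1 at 6 months it averaged 50.3 ± 6.52 CPM (SD, n = 2), a log2 fold change of 0.57 (SE 0.0991) over the other groups with an edgeR Benjamini-Hochberg adjusted p of 0.00455. By library, Prmt5 was at 54.9 and 45.7 CPM in these 2 mice and between 32.4 and 36.5 CPM in the other 7. Mouse Tcl1 had 0 counts in all 9 libraries, where 3 counts correspond to between 0.173 and 0.245 CPM. The human transgenes were not analysed here. Reads were aligned to the mouse genome only, and whether reads of the human PRMT5 transgene were counted at Prmt5 was not tested. The higher Prmt5 counts are therefore not shown to come from the mouse gene.

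Transcripts that mark sex were unevenly spread over the groups. Xist, on chromosome X, had between 23648 and 28744 counts in 6 libraries and between 11 and 18 counts in the other 3. The summed count of Ddx3y, Eif2s3y, Uty and Kdm5d, on chromosome Y, was 10434 and 7872 in Eµ-TCL1 at 6 months and 7863 in replicate 1 of Eµ-PRMT5/TCL1 at 3 months, and at most 3 in the other 6 libraries. The change with age in Eµ-TCL1 and the genotype comparison at 6 months therefore also set libraries with high Y-linked counts against libraries with near-zero counts, and those differences could not be separated. The interaction and the contrast with the 3 other groups included Eµ-TCL1 at 6 months too. The labels give no sex.

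**Figure D1:**
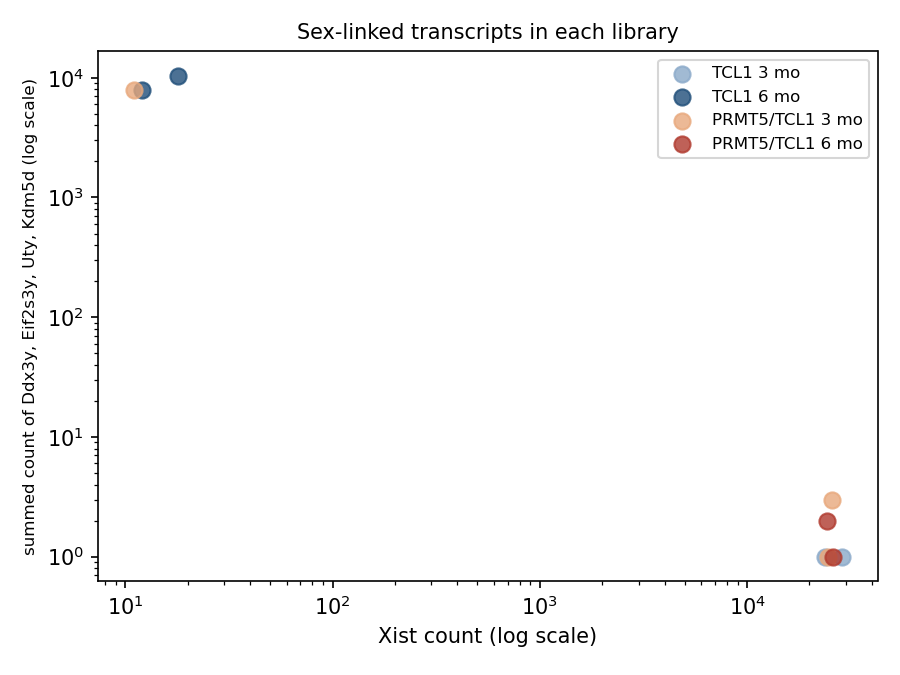
Each point is one library, with its Xist count on the horizontal axis and the summed count of 4 Y-linked genes on the vertical axis, both on log scales, coloured by group. The 3 libraries at the upper left are the 2 from Eµ-TCL1 at 6 months and replicate 1 of Eµ-PRMT5/TCL1 at 3 months; the other 6 overlap at the lower right, with at most 3 Y-linked counts.

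Principal components placed both Eµ-PRMT5/TCL1 samples at 6 months apart from the others. The first component held 43% of the variance, and their scores were 26.2 and 51.2, against scores from -17.9 to 0.47 for the other 7. The second component held 21.9% of the variance and separated the 2 mice from each other, with scores of 32.8 and -16.4. On it, Eµ-TCL1 samples at 6 months scored 11.3 and 17.1, above all 5 samples at 3 months of either genotype. The mean log2 CPM of the myeloid marker list was 7.19 in replicate 1 of Eµ-PRMT5/TCL1 at 6 months. It was 7.04 and 6.65 in Eµ-TCL1 at 6 months, 4.81 in replicate 2 of Eµ-PRMT5/TCL1 at 6 months and from 4.97 to 6.33 at 3 months. The second component may therefore follow RNA of myeloid cells as well as age, which was not tested.

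**Figure D2:**
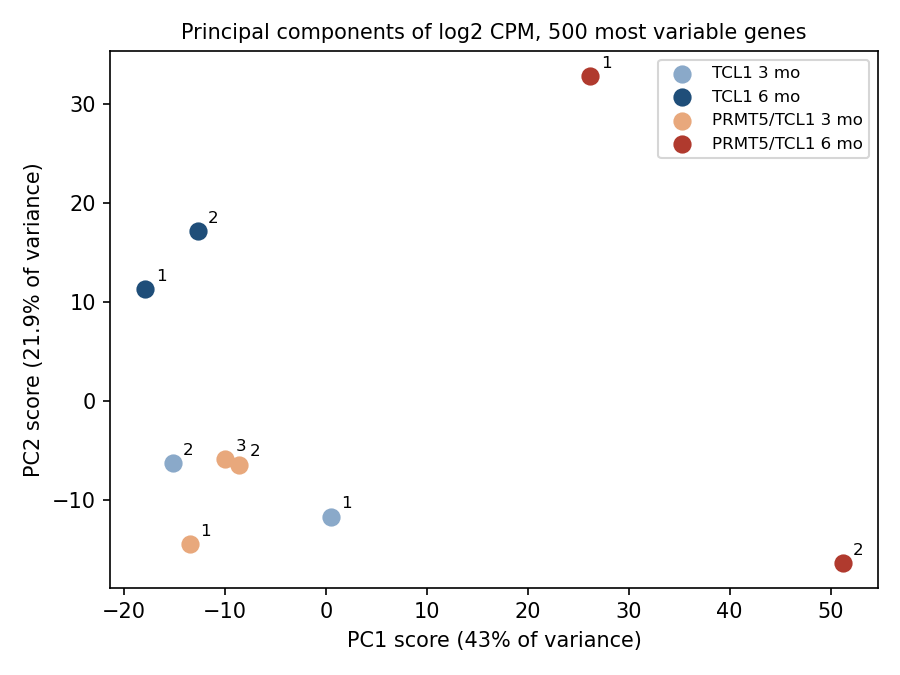
Principal component scores of the 9 libraries from log2 CPM of the 500 most variable genes, coloured by group and numbered by replicate, with the percent of variance on each axis. The 2 Eµ-PRMT5/TCL1 libraries at 6 months have the highest first-component scores, 26.2 and 51.2.

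The change with age in Eµ-PRMT5/TCL1 mice was tested by comparing 6 with 3 months. In edgeR with Benjamini-Hochberg adjustment, 4227 of 18795 genes passed an adjusted p of 0.05, 2270 higher and 1957 lower at 6 months. Of these, 1904 had an absolute log2 fold change over 1. Of the alternatives, the T-cell marker score as a covariate moved the count most, to 0 genes, with 682 at an unadjusted p under 0.05. That score was largely set by group, with an R squared of 0.94. With the replicate number as a block, 1123 genes passed; deviations of same-numbered samples in these groups correlated with a mean r of -0.194. Without replicate 1 of the 3-month group, the one with high Y-linked counts, 2044 genes passed. Without replicate 2 or replicate 3, which had Y-linked counts of 1 and 3, 3457 and 1956 genes passed.

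Among the genes named by rule, Twsg1 (ENSMUSG00000024098; GRCm38 chromosome 17, 65921972 to 65951226) rose from 41.5 ± 1.63 CPM (SD, n = 3) to 184 ± 26.6 CPM (SD, n = 2). Its log2 fold change was 2.15 (SE 0.105) with an edgeR Benjamini-Hochberg adjusted p of 0.000136. The other genes named as higher were Gas7 (log2 fold change 3.15), Plp2 (2.11) and Capg (1.59). Cr2 (ENSMUSG00000026616; chromosome 1, 195136811 to 195176716) fell from 855 ± 16.8 CPM (SD, n = 3) to 74.0 ± 26.7 CPM (SD, n = 2), a log2 fold change of -3.53 (SE 0.241) with an edgeR Benjamini-Hochberg adjusted p of 0.000374. The other genes named as lower were Trim7 (log2 fold change -1.94) and Rapgef4 (-2.72). Gas7, Plp2, Trim7 and Rapgef4 overlap other annotated genes on the opposite strand and were counted without strand, so their values are less certain.

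The same change was tested in Eµ-TCL1 mice. In edgeR, 0 genes passed an adjusted p of 0.05 between 6 and 3 months, with 1898 genes at an unadjusted p under 0.05 and a smallest Benjamini-Hochberg adjusted p of 0.434. With the replicate block, 0 genes passed (1156 at an unadjusted p under 0.05); same-numbered samples of these groups deviated in opposite directions, with an r of -0.234, and with the numbers crossed 0 genes passed (1404 at an unadjusted p under 0.05). The count was not 0 in every setting: DESeq2 called 57 genes, and a fit of these 2 groups alone called 53 in edgeR, of which 7 were on chromosome Y and 1 on chromosome X. Without replicate 1 or replicate 2 of Eµ-PRMT5/TCL1 at 6 months in the fit, 114 and 111 genes passed. Xist and the 4 Y-linked genes, with absolute log2 fold changes from 10.96 to 14.48, were not called in the fit of all groups.

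The genotypes were compared at each age. At 3 months, 0 genes passed in edgeR, with 242 at an unadjusted p under 0.05 and a smallest Benjamini-Hochberg adjusted p of 1. The replicate block also gave 0 genes (214 at an unadjusted p under 0.05), with an r of 0.173 between same-numbered samples. At 6 months, 2216 genes passed, 1203 higher and 1013 lower in Eµ-PRMT5/TCL1. With the replicate block, 980 genes passed at 6 months, with an r of 0.0287 between same-numbered samples. A fit of the 2 groups at 6 months alone called 25 genes, and the fit with Y-linked expression as a covariate called 0, with 2293 at an unadjusted p under 0.05. Of the 2216 genes, 2201 had the same direction when Eµ-PRMT5/TCL1 at 6 months was compared with Eµ-TCL1 at 3 months, where each library had at most 2 Y-linked counts, and 1598 of those passed there too. Both comparisons share the Eµ-PRMT5/TCL1 samples at 6 months and are not independent.

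At 6 months, the genes named as higher were Twsg1 (log2 fold change 2.20), Il10 (3.73), Chst7 (3.61) and Alpk2 (2.22). Il10 (ENSMUSG00000016529; chromosome 1, 131019845 to 131024974) averaged 21.8 ± 1.75 CPM (SD, n = 2) in Eµ-PRMT5/TCL1 and 1.64 ± 0.141 CPM (SD, n = 2) in Eµ-TCL1, with an SE of 0.261 and an edgeR Benjamini-Hochberg adjusted p of 0.00109. The genes named as lower were Igfbp4 (log2 fold change -2.20), Rapgef4 (-2.47), Xlr4a (-2.19) and Limd2 (-1.42). Xlr4a belongs to a family of similar X-linked genes that can share reads. Limd2 overlaps a gene on the opposite strand. Chst7 and Xlr4a lie on chromosome X, and these groups differed in Xist.

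**Figure D3:**
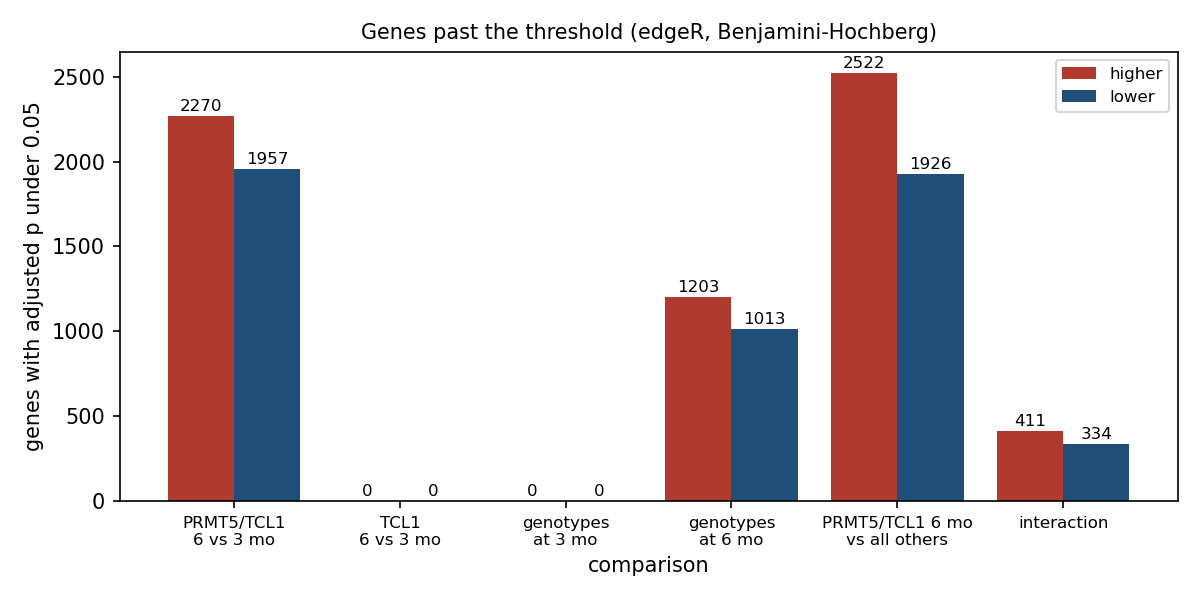
Number of genes with an edgeR Benjamini-Hochberg adjusted p under 0.05 in each of the comparisons, as bars from 0 for genes higher and lower. The counts of 0 are the change with age in Eµ-TCL1 and the genotypes at 3 months; the tallest bar is 2522 genes higher in Eµ-PRMT5/TCL1 at 6 months than in the other groups.

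Eµ-PRMT5/TCL1 at 6 months was then set against the mean of the 3 other groups. In edgeR with Benjamini-Hochberg adjustment, 4448 genes passed, 2522 higher and 1926 lower, and 1801 had an absolute log2 fold change over 1 (730 higher, 1071 lower). Requiring each of the 3 pairwise contrasts to pass in one direction left 1550 genes, 855 higher and 695 lower. With the replicate block, 2373 genes passed; over all groups, same-numbered samples deviated with a mean r of -0.103, against 0.0689 for samples with other numbers. With Y-linked expression as a covariate, chosen after seeing the data, 1634 genes passed.

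Twsg1 had the smallest adjusted p, with a log2 fold change of 2.08 (SE 0.0843) and an edgeR Benjamini-Hochberg adjusted p of 2.7e-05. Chst7 (ENSMUSG00000037347; chromosome X, 20059560 to 20097521) had a log2 fold change of 3.78 (SE 0.191), and averaged 22.6 ± 3.04 CPM (SD, n = 2) against 1.38 ± 0.263 CPM (SD, n = 3) in Eµ-PRMT5/TCL1 at 3 months. Il10 and Gas7 were the other genes named as higher, with log2 fold changes of 3.41 and 2.76. Rapgef4 (-2.64), Trim7 (-1.62) and Igfbp4 (-1.81) were the genes named as lower, by log2 fold change.

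Of the 18 genes fixed from the text of the study, 17 were tested. In edgeR, 11 passed after Benjamini-Hochberg adjustment over all genes and 14 after adjustment over the list alone. Because that list came from a study of these data, the count over the list shows no stability. Myc had a log2 fold change of 1.18 (SE 0.129) and an edgeR Benjamini-Hochberg adjusted p of 0.000621. Bcl11b (-1.54), Runx3 (-1.42), Ccr7 (-1.12) and Cd5 (-0.49) were lower, and Cd274 (1.03), Cxcr5 (0.94) and Cd93 (0.80) were higher, by log2 fold change. Cd5 no longer passed with the replicate block (log2 fold change -0.49), with Y-linked expression as a covariate (-0.48) or when any of 5 samples was left out. Sox4 did not pass, with a log2 fold change of -2.73 (SE 0.986) and an edgeR Benjamini-Hochberg adjusted p of 0.0935. It was at 38.1 CPM in replicate 2 of Eµ-TCL1 at 6 months and between 0.749 and 5.05 CPM in the other libraries, and it passed in DESeq2 and when either replicate of that group was left out. Leaving out replicate 1 of Eµ-TCL1 at 6 months brought Mki67 past the threshold. Ctla4, Mki67, Ly6a and Egr1 did not pass in edgeR. With the T-cell marker score as a covariate, 0 genes passed in this contrast (495 at an unadjusted p under 0.05), and the log2 fold change of Cxcr5 changed sign to -0.029. Cxcr5, Runx3, Sox4 and Mki67 overlap genes on the opposite strand and Ctla4 overlaps a gene on its own strand.

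The difference between the genotypes in their change with age was tested as an interaction. In edgeR with Benjamini-Hochberg adjustment, 745 genes passed, 411 higher and 334 lower. With the replicate block 2 genes passed, beside the mean r of -0.103 between same-numbered samples, and with Y-linked expression as a covariate 0 passed, with 1353 at an unadjusted p under 0.05. The genes named as higher were Twsg1 (log2 fold change 2.47), Il10 (4.13), Chst7 (3.92) and Fah (3.82). The genes named as lower were Cr2 (-3.17), Rapgef4 (-2.46), Igfbp4 (-2.12) and Trim7 (-1.76).

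Marker lists were tested in the contrast with the 3 other groups. In camera from limma, 8 of 11 lists passed a Benjamini-Hochberg adjusted p of 0.05. With the inter-gene correlation estimated for each list in place of the preset value, 0 passed. With the T-cell score as a covariate, 5 of the other 10 passed and 2 no longer passed. With the replicate block 8 passed, beside the mean r of -0.103 between same-numbered samples. The T-cell list had a median log2 fold change of -1.28 (camera in limma, Benjamini-Hochberg adjusted p 7.31e-23), with 19 of 20 genes lower. The natural killer cell list had a median of -1.40, with 10 of 10 genes lower. The follicular and marginal zone B-cell list had a median of -0.89, with 9 of 12 genes lower. The MYC-responsive list had a median of 0.63 and the G2/M list a median of 0.92, each with 30 of 30 genes higher. Genes of a list are not independent. By library, the G2/M score was 5.302 and 4.959 in Eµ-PRMT5/TCL1 at 6 months, and 4.955 in replicate 1 of Eµ-TCL1 at 6 months. The MYC-responsive score was 6.48 and 6.57 in Eµ-PRMT5/TCL1 at 6 months and at most 5.92 in the other libraries. Which cells gave the G2/M transcripts was not tested. The S-phase list had a median of 0.63, with 28 of 30 genes higher. The list of B1a and CLL-like genes had a median of 1.57, with 7 of 10 genes higher, and the plasma cell list a median of 1.27, with 9 of 10 genes higher. The myeloid, erythroid and immediate early lists did not pass.

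**Figure D4:**
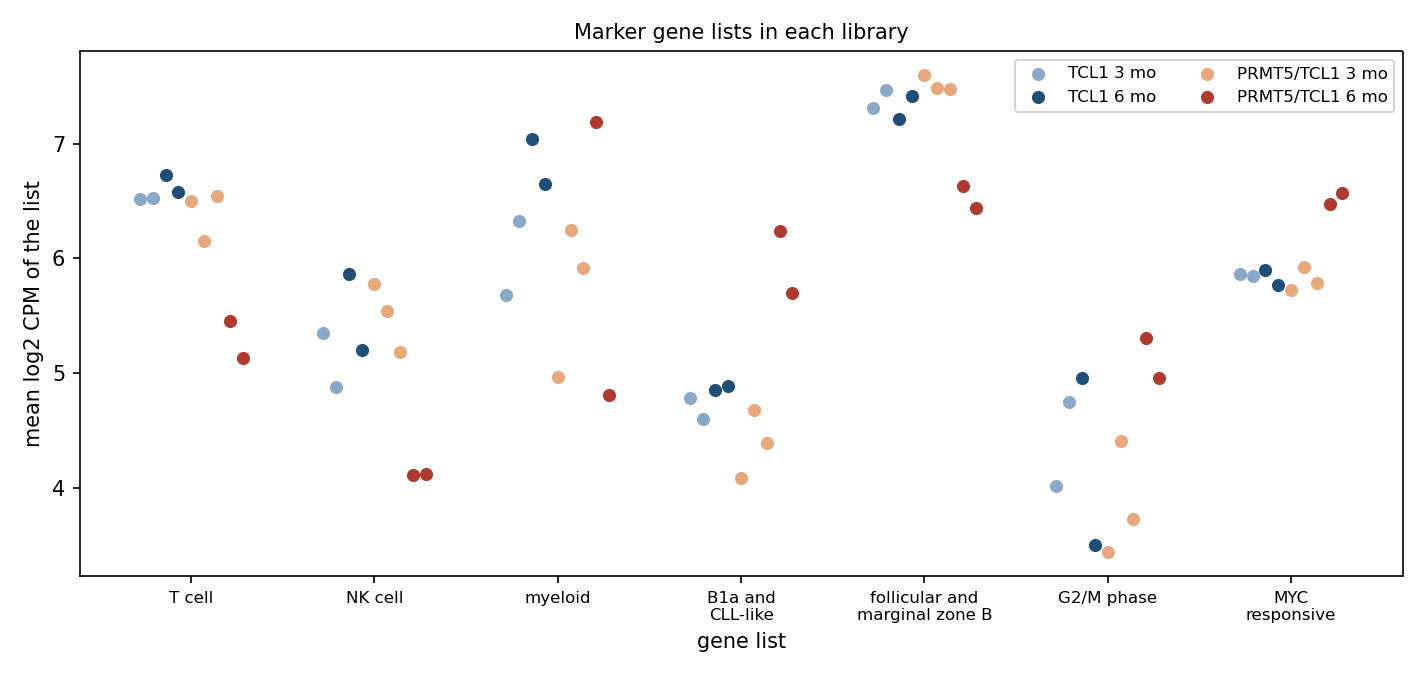
Mean log2 CPM of marker gene lists in each library, one point per library, coloured by group. T-cell list scores were 5.45 and 5.13 in the 2 Eµ-PRMT5/TCL1 libraries at 6 months and from 6.15 to 6.73 in the other 7, whereas the myeloid scores of the same 2 libraries, 7.19 and 4.81, span the range of all 9.

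Immunoglobulin V gene usage was compared as a measure of clonal expansion, since cells of a clone share their rearranged V genes. In Eµ-PRMT5/TCL1 at 6 months, Igkv3-5 (chromosome 6, 70663275 to 70663895) took 81.7% of 33693 Igkv counts in replicate 1 (Wilson 95% interval 81.3% to 82.1%). Igkv5-48 (chromosome 6, 69726573 to 69727138) took 49.6% of 41461 Igkv counts in replicate 2 (Wilson 95% interval 49.2% to 50.1%), and Igkv4-80 took a further 42.9%. In the other 7 libraries, the most abundant Igkv gene took between 8.64% and 30.4%. It was Igkv5-39 in both Eµ-TCL1 libraries at 3 months and in replicates 1 and 2 of Eµ-PRMT5/TCL1 at 3 months, Igkv12-89 in replicate 3 of that group, and Igkv19-93 and Igkv14-126 in Eµ-TCL1 at 6 months. The mean share was 65.7% ± 22.7 (SD, n = 2) against 17.9% ± 7.67 (SD, n = 7), with a two-sided exact permutation p of 0.056, the smallest that 36 splits allow when the smaller tail is doubled.

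For the heavy chain, Ighv9-3 (chromosome 12, 114140692 to 114141122) took 77.1% of 94389 Ighv counts in replicate 1 of Eµ-PRMT5/TCL1 at 6 months (Wilson 95% interval 76.8% to 77.4%), and Ighv1-53 took 16.6%. Ighv1-74 (chromosome 12, 115802648 to 115803080) took 90.1% of 37068 Ighv counts in replicate 2 (Wilson 95% interval 89.7% to 90.4%). The largest share in the other 7 libraries lay between 5.73% and 27.5%; the highest of these was also Ighv1-74, in replicate 1 of Eµ-TCL1 at 3 months. The other largest genes were Ighv1-26, Ighv1-55, Ighv11-2, Ighv7-3 and Ighv1-75. The mean share was 83.6% ± 9.15 (SD, n = 2) against 14.2% ± 7.78 (SD, n = 7), with a two-sided exact permutation p of 0.056, again the smallest with the tail doubled. V genes of near-identical sequence can share reads, so the identity of a single V gene is less certain than the concentration of counts.

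**Figure D5:**
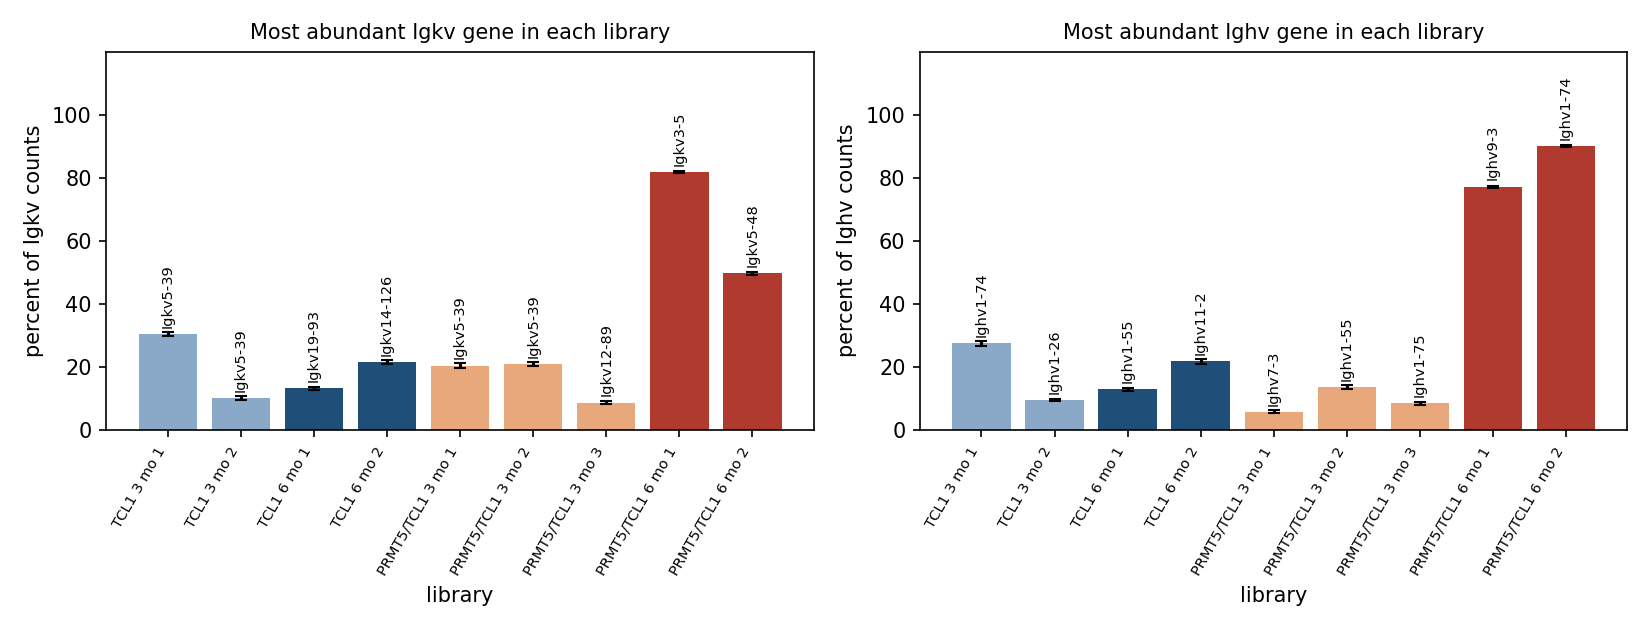
Percent of Igkv counts (left) and Ighv counts (right) taken by the most abundant V gene of each library, with Wilson 95% intervals as error bars and the gene named above each bar. The 2 Eµ-PRMT5/TCL1 libraries at 6 months stand at 81.7% and 49.6% for Igkv and at 77.1% and 90.1% for Ighv.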

Values the study reported

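The study reported 2412 differentially expressed genes between Eµ-PRMT5/TCL1 samples at 3 and 6 months. It counted 2167 genes that differed between Eµ-PRMT5/TCL1 samples at 6 months and all the other groups, of which 807 were higher and 1360 lower. It found none in Eµ-TCL1 between these ages, and none between the genotypes at the earlier age.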

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

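In this part, the tests of GC content, of thinned libraries and of Y-linked expression as a covariate were chosen after the result was seen. The change with age differed between the genotypes in 745 genes by a test of the interaction (edgeR, Benjamini-Hochberg adjusted p under 0.05). Of 28 named genes, 19 passed that test, 11 higher and 8 lower. The interaction log2 fold changes of the higher genes were 2.47 for Twsg1, 4.13 for Il10, 3.82 for Fah, 3.92 for Chst7, 1.52 for Capg, 2.12 for Alpk2, 1.499 for Plp2, 2.13 for Gas7, 1.53 for Myc, 1.24 for Ctla4 and 1.23 for Cxcr5. Those of the lower genes were -2.12 for Igfbp4, -3.17 for Cr2, -1.76 for Trim7, -2.46 for Rapgef4, -1.39 for Limd2, -2.18 for Xlr4a, -1.36 for Bcl11b and -1.28 for Runx3. Many of these were named for passing this or a related test, so their number shows no stability.

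Technical explanations were weighed for the genes that set Eµ-PRMT5/TCL1 at 6 months apart. Sex-linked transcripts did not separate its 2 samples from the rest, since 4 of the other 7 samples also had at most 3 Y-linked counts. Across genes, which are not independent replicates, log2 fold change correlated with gene length with a Spearman rho of 0.12 and with transcript GC content with a rho of 0.12, both under the limit of 0.3 in absolute size. Removing immunoglobulin and T-cell receptor genes before normalization left 4184 genes. Total counts were not extreme, with 2 other samples above the lower of its 2. For the change with age in Eµ-PRMT5/TCL1, thinning the libraries to the smallest total left 4018 genes. Of 16 choices of 2 samples that part as many same-numbered pairs, 1, the real choice, gave as many genes (4484 in a model of 2 samples against 7); the next highest gave 20. The smallest share that these 16 choices allow is 0.062, so this count could not exclude an accidental grouping. The other 20 choices part fewer same-numbered pairs and are set apart for that reason; each gave 0 genes (189 to 2929 at an unadjusted p under 0.05). Over all 36 choices, 1, the real one, gave as many genes. Every other choice left at least 1 of the 2 real samples among the 7, which can raise the spread. The low counts of the other choices were thus partly set by the design.

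Bcl11b tracked a T-cell marker score within groups, with an r of 0.957, so its interaction cannot be told apart from a difference in RNA from T cells left in the isolates.

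The interaction itself rests on Eµ-TCL1 at 6 months, where both samples had Y-linked counts, and sex cannot be told apart from it there. With Y-linked expression as a covariate the interaction count was 0 (1353 at an unadjusted p under 0.05), and the genotype comparison at 6 months gave 0 genes (2293 at an unadjusted p under 0.05). That covariate is estimated from one mouse within a mixed group, so a loss of calls may reflect lost precision as well as sex. With the covariate, the interaction log2 fold changes of the 8 genes named by that comparison kept their sign. They were 2.45 for Twsg1, 4.02 for Il10, 3.42 for Chst7, 3.96 for Fah, -3.14 for Cr2, -2.00 for Rapgef4, -2.05 for Igfbp4 and -1.53 for Trim7. The largest shifts were -0.50 for Chst7 and 0.46 for Rapgef4.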

How the results depend on the processing

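Alternatives were fixed before the data were examined, except Y-linked expression as a covariate and the crossed block, chosen after seeing the data. Size factors (RLE), the filters and removal of immunoglobulin genes kept all 6 gene counts within 1.5 times of the reported ones. The cause of the changes below was not tested unless stated.

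With the replicate block, counts were 1123 for 6 against 3 months in Eµ-PRMT5/TCL1, 980 for the genotypes at 6 months, 2373 against all other groups and 2 for the interaction; Eµ-TCL1 with age and the genotypes at 3 months stayed at 0 (1156 and 214 at an unadjusted p under 0.05), and the crossed block gave 0 for Eµ-TCL1 (1404 unadjusted). Same-numbered samples are different mice, and their deviations correlated with a mean r of -0.103; why calls were lost under this block was not tested. With the T-cell score as a covariate, all 4 of those counts were 0, with 682, 394, 495 and 425 genes at an unadjusted p under 0.05. Group explained the score with an R squared of 0.94, which leaves little to estimate. With Y-linked expression as a covariate they were 2064, 0 (2293 unadjusted), 1634 and 0 (1353 unadjusted). With an absolute log2 fold change over 1, they were 1904, 1297, 1801 and 591; the share of higher genes was 38.8%, 42.9% and 40.5% in the comparisons other than the interaction, against 53.7%, 54.3% and 56.7%.

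DESeq2 called 57 genes for Eµ-TCL1 with age, 2 for the genotypes at 3 months and 1247 for the interaction. It called 4054 for 6 against 3 months in Eµ-PRMT5/TCL1, 2542 for the genotypes at 6 months and 4193 against all other groups. Fits of the groups compared alone called 53 for Eµ-TCL1 with age and 25 for the genotypes at 6 months. All 3 pairwise contrasts together left 1550 genes against all other groups.

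Across fits that each left out one replicate, counts ranged from 1956 to 4361 for 6 against 3 months in Eµ-PRMT5/TCL1, from 0 to 114 for Eµ-TCL1 (1496 to 2961 unadjusted), from 1586 to 1878 for the genotypes at 6 months, from 3143 to 4439 against all other groups and from 37 to 584 for the interaction. They stayed at 0 for the genotypes at 3 months, with 189 to 403 genes at an unadjusted p under 0.05. With 2 or 3 mice per group, a count therefore depends on single mice.

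Of the 11 gene lists, 0 passed with the inter-gene correlation estimated per list, against 8; the other settings without the T-cell score gave 8. With that score as a covariate the T-cell list was not tested, and of the other 10 lists 5 passed and 2 no longer passed. Lists that did not pass changed sign. The immediate early list moved to 0.40 with the T-cell score, and from -0.015 to 0.038 on leaving out replicates. The erythroid list moved to -0.57 with Y-linked expression and from -0.052 to 0.28 on leaving out replicates. The myeloid list moved to -0.019 with at least 10 counts in every sample, -0.027 with the replicate block and -0.36 with Y-linked expression, and its largest shift was to 2.00 with the T-cell score; it ranged from -0.093 to 0.31 on leaving out replicates.

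The difference in the largest Igkv share fell to 10.4 percentage points with V genes that had at least 10 counts in every sample, from 47.8. That minimum removed Igkv3-5, which had 9 counts in one library. On leaving out replicates the Igkv difference ranged from 31.8 to 63.9 and the Ighv difference from 62.9 to 75.9.

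Of the named genes in the contrast with all other groups, the T-cell score reversed Ctla4 (-0.40), Cxcr5 (-0.029) and Ly6a (0.15), and Y-linked expression reversed Egr1 (0.042). On leaving out replicates, Ly6a ranged from -1.56 to 0.42 and Egr1 from -0.22 to 0.18. Ctla4, Ly6a and Egr1 had not passed. Over all named results, 36 kept their sign but no longer passed with the T-cell score, 17 with Y-linked expression and 8 with the replicate block, and 1 newly passed in DESeq2. On leaving out replicates, 5 values reversed, 5 no longer passed, 3 newly passed and 50 untested values shifted by at least the within-group SD of the gene; the other 333 kept their sign and either stayed on the same side of the threshold or, untested, shifted by less than that SD.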

Other observations

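The test of T-cell RNA by Bcl11b was fixed before the data were examined; the other tests in this part were chosen after the result was seen. The number of genes that differed between 6 and 3 months in Eµ-PRMT5/TCL1 was 4227 here. That is higher than the number quoted from the study above. Against all other groups, 4448 genes differed here, of which 2522 were higher. Both are higher than the numbers quoted from the study above. Genes past the threshold in one direction in all 3 pairwise contrasts numbered 1550, 855 higher and 695 lower. That total is lower than the number quoted from the study above. With an absolute log2 fold change over 1 also required, the count between 6 and 3 months was 1904 and the count against all other groups was 1801, 730 higher and 1071 lower. DESeq2, the tool named in the study's methods, called 4054 genes between 6 and 3 months without that requirement. Against all other groups it called 4193, 2404 higher and 1789 lower. These DESeq2 counts are also higher than the numbers quoted from the study above.

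Genes of the T-cell list were lower in Eµ-PRMT5/TCL1 at 6 months, together with those of the natural killer cell list. A candidate explanation is a smaller share of RNA from T cells left in the B-cell isolates. After group means were removed, Bcl11b tracked the score of the T-cell list, which does not contain it, with a Pearson r of 0.957 (two-sided exact permutation p 0.0208 by the absolute coefficient, without doubling a tail, over 48 relabellings within groups, Benjamini-Hochberg adjusted 0.146 over 7 genes) and a Spearman rho of 0.95 (p 0.0208, adjusted 0.146, from the same exact permutation). Without the 2 samples farthest from the median score, r was 0.846 for Bcl11b. The log2 fold changes of the T-cell list had an SD of 0.446 around a median of -1.28; no limit for similar amounts was set beforehand. Relative to the T-cell score, Bcl11b was lower by a log2 difference of -0.317, whereas Myc and Il10 were higher by 2.36 and 4.56. Each of these differences had an exact permutation p of 0.056, the smallest that test allows. Myc and Il10 had r of -0.291 and -0.368 with the score. Bcl11b therefore fell further than the score, but by less than the SD of 0.446 among genes of the list. Its lower counts cannot be told apart from an effect of fewer T cells in the isolates. Whether a difference in T cells arose in the spleen or in the isolation was not tested here and cannot be read from these counts. The study reported flow cytometry of blood and spleen. In Eµ-PRMT5/TCL1 mice at 6 months, its authors described CLL-like cells that appeared to displace T cells in both. In Eµ-TCL1 mice at 6 months, they described T-cell populations similar to those at the earlier age. By that report, a difference would already be present in the spleen before isolation. Runx3 tracked the score less closely, with an r of 0.756 (exact permutation p 0.208, adjusted 0.485), falling to 0.355 without the same 2 samples. Sox4 and Ccr7 had r of -0.118 and -0.053.

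The absence of called genes between 6 and 3 months in Eµ-TCL1 includes Xist and Y-linked genes, whose counts separate those groups completely. A candidate explanation is that the group with both kinds of sample raised the spread that all groups share. In the fit of all groups, 0 of the 5 sex-linked genes passed and their quasi-dispersions were 57.5 for Xist and from 60.8 to 103 for the Y-linked genes. In the fit of the 2 groups alone 5 of 5 passed, with quasi-dispersions from 0.437 to 0.58. In the fit of all groups without replicate 1 of Eµ-PRMT5/TCL1 at 3 months 5 of 5 passed as well, and 5 genes were called in total. A mixed group may thus hide a difference in a fit that pools the spread. This was shown for these 5 genes and does not account for the other genes, although the fit of the 2 groups alone called 53 in total. The Eµ-PRMT5/TCL1 mice at 6 months differed most, with a chi-square per gene of 63.2, against 32.2 for Eµ-TCL1 at 6 months. Calls also rose when either of those Eµ-PRMT5/TCL1 mice was left out, as given above. Whether their spread hid differences in other genes was not tested.

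The 37 genes of the mitochondrial chromosome had 0 counts in every library. The 4 unprocessed pseudogenes side by side on chromosome 1 (24613189 to 24616197), Gm28437, Gm10925, Gm28661 and Gm29216, took between 1.78% and 2.48% of all counts. A candidate explanation is that reads of mitochondrial origin were placed on nuclear copies, and the lowest share, 1.78%, cannot settle it without the reads. No biological explanation was tested.

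In replicate 2 of Eµ-PRMT5/TCL1 at 6 months, 2 Igkv genes shared the locus, at 49.6% and 42.9%, while a single Ighv gene took 90.05% of Ighv counts. Cells of one clone that carry both Igkv genes could give this, as could 2 clones with the same Ighv gene, and bulk counts cannot tell these apart. In replicate 1, the reverse was seen, with Igkv3-5 at 81.7% and Ighv genes at 77.1% and 16.6%.

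Rn7sk, whose RNA is not polyadenylated, took between 1.49% and 1.80% of counts in these libraries from an mRNA kit. S100a8 ranged from 217 to 3589 CPM, and in Eµ-PRMT5/TCL1 at 6 months it was 2060 CPM in replicate 1 and 217 CPM in replicate 2. These are given as values with no explanation.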
